A study of Mus musculus with 13 samples.

How the data were processed

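Chromatin immunoprecipitation and sequencing (ChIP-seq) measured where 3 targets sat on the genome of LβT2 cells, a mouse pituitary line of the gonadotrope type, the cell type that makes gonadotropins. The cells carried a lentiviral, doxycycline-inducible FLAG-tagged FOXL2, a forkhead transcription factor. Per the labels' protocols, the cells recovered for 24 h, received doxycycline for 48 h, were held for 2 h in medium with 2% serum, and were then exposed for 1 h either to vehicle or to activin A at 1 nM before cross-linking with 1% formaldehyde. Activin A is a ligand whose receptors activate the transcription factors SMAD2 and SMAD3. Antibodies against SMAD2/3, against the FLAG tag (here called FOXL2) and against histone H3 acetylated at lysine 27 (H3K27ac, a mark of active promoters and enhancers) were each used on 2 vehicle and 2 activin samples, each pooled from 3 plates. A single Protein-A control sample is also described, and its reads or peaks were not analysed here, so no background measured the same way stands beside the values.

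The files start where the authors stopped, with 1 peak list and 1 annotation table for each of 12 libraries. Peaks were called per library and not on pooled samples, as the peak names in the deposited lists show. The aligner, the peak caller, the use of the control and the genome build are not stated in the labels or the file headers. The SMAD2/3 and FOXL2 lists are narrow peaks with a summit, the H3K27ac lists are broad peaks without one. Each peak carries the authors' fold enrichment, a linear ratio over a background that is not described, the authors' −log10 of p and of q, and a deposited score that equals 10 times the −log10 q cut to a whole number. The smallest −log10 q in the deposited SMAD2/3 and FOXL2 lists lay between 1.3 and 1.78, which corresponds to a q threshold of 0.05, and in the H3K27ac lists between 1 and 1.01, which corresponds to 0.1. The annotation tables were made with HOMER's annotatePeaks, per the file headers, and give each peak a genomic class, the nearest transcription start and the distance to it in bp. Fold, −log10 q and score describe a peak within its own list, and they were used to rank or filter peaks within that list. Fold enrichments of some single regions are also printed for each list, and their differences between lists were not tested. The position of a gene's start was derived from the peak centres and the deposited distances. To see which build the coordinates are compatible with, the starts derived for 11959 protein-coding genes were set against the gene ends in RefSeq's GRCm38.p6 table. The chromosome was the same for 99.97% of these genes, and 5331 starts lay within 100 bp of a gene end. Coordinates are printed as the deposited files give them, counted from 1.

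Single-end reads of 50 bp were sequenced, per the labels' protocols, which give a planned depth and not the depth reached. The number of reads per library is not in the peak files, so the depth behind each list is unknown, and a longer list can come from more reads as well as from more occupied sites. The number of peaks per library is given in its place. The labels name no batch of libraries, so none could be examined. Confidence intervals of shares are Wilson intervals at the 95% level. They cover counting error only, and neighbouring peaks are not independent.

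Peaks of the 4 libraries of an antibody were merged into regions where they shared at least 1 bp. A region was called activin-only when both activin libraries and neither vehicle library had a peak in it, and vehicle-only in the opposite case. The same counts were made for the 2 other splits of the 4 libraries into pairs, which mix the treatments and show what differences between replicates produce. Co-occupancy was measured on regions with a peak in both activin libraries. Its background was 1000 circular shifts of the SMAD2/3 regions along each chromosome, or 1000 random placements of regions of the same widths centred inside H3K27ac regions, with one-sided permutation p-values over positions, whose smallest possible value is 0.001. Summit distances ran from the strongest SMAD2/3 summit of each region to the nearest FOXL2 summit in the library of the same replicate number. The percentile rank of a peak is its rank by −log10 q within its own list, with 100 for the strongest. Numbers of peaks (log2) and promoter shares per library were compared with an exact two-sided permutation test over the 6 labellings of 4 libraries. This test cannot give a p-value under 0.333, so it cannot place any comparison of 2 against 2 libraries under 0.05. The limit belongs to this test, and its p-values do not decide whether a difference exists. Odds ratios across regions were tested with Fisher's exact test, two-sided. Regions are not biological replicates, so these tests describe the 4 libraries and not a population of cultures.

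Genes named in the text follow a rule set before the data were examined, as were the tests and most alternatives. The rule holds 10 genes (Fshb, Lhb, Cga, Gnrhr, Nr5a1, Foxl2, Fst, Inhbb, Smad7 and Skil, through regions whose nearest start within 100 kb is that gene), the 5 activin-only SMAD2/3 regions, and the 3 activin-only and 3 vehicle-only regions of FOXL2 and of H3K27ac with the highest mean percentile rank. The neighbourhood of Fshb was in addition taken as 100 kb on each side of its start, whichever gene is nearest. Alternatives were a −log10 q of at least 5, autosomes and X, other overlap rules, lists cut to the same number of top peaks per library, covered base pairs, ranks by fold enrichment, stratification or matching by rank, same-numbered replicates as a block, the vehicle lists of FOXL2 and H3K27ac, and leaving out each replicate. Ranks taken among regions of all 4 libraries the block for promoter shares, and the rank comparison without each FOXL2 or H3K27ac library were added after the data were seen. Counts of forkhead and SMAD motifs at summits had been planned and were not run, since a genome sequence was not used here.

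Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and figures were drawn with matplotlib 3.10.9. The calculations were tested on simulated peak lists. They recovered 9000 of 9000 planted activin-only regions among 70000 FOXL2-like regions and a planted overlap of 80% of 5000 SMAD2/3-like regions. The planted odds ratio was recovered too, as was the rank difference computed directly from the simulated values. Simulated replicates held the same sites at fixed widths, with no missed or broken peaks. The tests therefore check the arithmetic and not how the counts behave when replicates differ.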

Results

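Peak lists from 12 ChIP-seq libraries of LβT2 gonadotrope-like cells were compared between vehicle and 1 h of activin A, with 2 libraries per treatment for each of SMAD2/3, FLAG-FOXL2 and H3K27ac. The series addresses how transcription of the follicle-stimulating hormone β subunit gene, Fshb, is controlled through enhancers. Reads per library are not known from the peak files, and the length of each list is given instead. Vehicle SMAD2/3 lists held 605 and 144 peaks and activin SMAD2/3 lists held 7784 and 5970. The FOXL2 lists held 86401 and 83834 peaks with vehicle and 97701 and 94006 with activin. The H3K27ac lists held 41150 and 40398 peaks with vehicle and 41763 and 38995 with activin. Median peak widths ran from 196 to 238 bp for SMAD2/3, from 294 to 310 bp for FOXL2 and from 633 to 710 bp for H3K27ac.

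The first comparison asked how many sites each target occupied before and after activin. The number of SMAD2/3 peaks was 374.5 ± 326 (SD, n = 2) with vehicle and 6877 ± 1283 (SD, n = 2) with activin. On the log2 scale the difference was 4.53, a ratio of 23.1 between geometric means, against a pooled SD of 1.05 between replicates. Both activin lists were longer than both vehicle lists. The exact permutation test gave p = 0.333, two-sided, the smallest value this test can give for 2 libraries against 2. FOXL2 peaks numbered 85117.5 ± 1815 (SD, n = 2) with vehicle and 95853.5 ± 2613 (SD, n = 2) with activin. This was a log2 difference of 0.17 with a pooled SD of 0.035, again with full separation of the groups and an exact permutation p of 0.333. H3K27ac peaks numbered 40774 ± 532 (SD, n = 2) and 40379 ± 1957 (SD, n = 2), a log2 difference of -0.015 that lay within the pooled SD of 0.051 (exact permutation p = 1). The alternatives that moved the SMAD2/3 log2 difference most left out a vehicle library: it was 5.57 without vehicle replicate 1 and 3.49 without vehicle replicate 2.

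**Figure D1:**
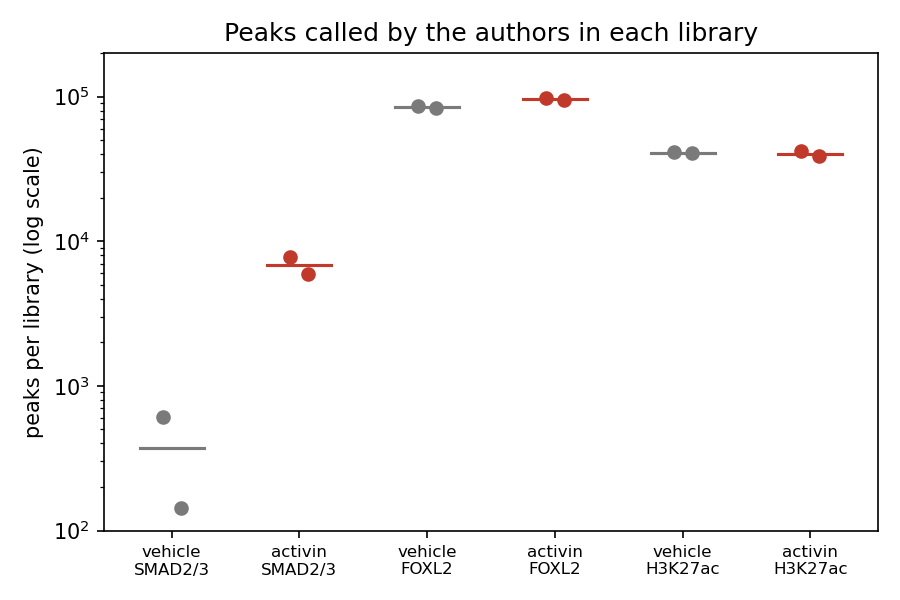
Number of peaks in each library (points, log axis) with the mean of 2 libraries (lines) for SMAD2/3, FOXL2 and H3K27ac, vehicle in grey and activin in red. The SMAD2/3 lists rise from 605 and 144 peaks to 7784 and 5970, while the other lists differ little between treatments.

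As a share of their union, replicate lists of one treatment had more regions in common than lists of different treatments. Activin SMAD2/3 replicates shared 60.4% of their union, FOXL2 replicates 69.6% with vehicle and 74.2% with activin, and H3K27ac replicates 73.3% and 70%. Across treatments the shared part was 58.9% to 65.4% for FOXL2 and 60.2% to 61.5% for H3K27ac. The short vehicle SMAD2/3 lists shared 22% of their union, and 93.8% of the shorter list was found in the longer one. Of the 135 SMAD2/3 regions in both vehicle libraries, 132 (97.8%) also had a peak in both activin libraries. Of the 613 regions in either vehicle library, 520 (84.8%) did.

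The second comparison counted regions found in both libraries of one treatment and in neither of the other. For SMAD2/3, 8602 merged regions held 4642 activin-only and 2 vehicle-only regions. The vehicle-only regions, named after their values were seen, lay on chromosome 16 from 97962206 to 97962405, in an intron near the start of Zbtb21 (ENSMUSG00000046962), and on chromosome X from 94541998 to 94542243, at the promoter of Maged1 (ENSMUSG00000025151). The 2 splits that mix the treatments gave 21 and 13 such regions in all. Each of these needs a peak in a vehicle list, of 605 or 144 peaks, so the short lists cap the mixed counts. For SMAD2/3 the mixed counts therefore cannot show how many activin-only regions differences between replicates would produce. For FOXL2, 11173 of 124781 regions were activin-only and 4021 were vehicle-only, while 58444 were present in all 4 libraries. The mixed splits gave 3943 and 2619 regions, against 15194 for the treatment split. For H3K27ac, 3094 of 53008 regions were activin-only, 3599 were vehicle-only and 24356 were present in all 4 libraries. Here the mixed splits gave 1054 and 829 regions, against 6693 for the treatment split. With 3 possible splits, a permutation over splits cannot give a p-value under 0.333. Most H3K27ac regions of either kind were weak: when presence required a −log10 q of at least 5 and absence was judged at the authors' threshold, 153 activin-only and 159 vehicle-only regions were left. The same rule left 7482 activin-only and 2265 vehicle-only FOXL2 regions. With lists cut to equal length, at 144 SMAD2/3 peaks per library, 30 activin-only and 22 vehicle-only SMAD2/3 regions were counted; equal lengths limit how far these counts can differ. Without vehicle replicate 2, 57 SMAD2/3 regions were vehicle-only, and without activin replicate 2, 7243 were activin-only.

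The strongest activin-only SMAD2/3 regions were ranked by mean percentile within the 2 activin lists. The first, on chromosome 17 from 63331809 to 63332382 in an intron near Gm17228 (ENSMUSG00000091426), had a mean rank of 99.53 and the authors' fold enrichments of 15.9 and 17.3. The second lay on chromosome 12 from 76190293 to 76190684, -13.2 kb from the start of Esr2 (ENSMUSG00000021055), with fold enrichments of 26.4 and 28.2. The third, on chromosome 2 from 26195390 to 26195849, was intergenic at -3.96 kb from Gm13553 (ENSMUSG00000085545). The other two were intergenic at -2.71 kb from Ldlrad4 (ENSMUSG00000024544) on chromosome 18, from 67930343 to 67930717, and at -5.93 kb from Gm10537 (ENSMUSG00000103166) on chromosome 1, from 133823389 to 133823797. All 5 overlapped an H3K27ac region found in both activin libraries, and all except the Gm13553 region overlapped a FOXL2 region.

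Among activin-only FOXL2 regions the highest mean rank, 96.78, belonged to an intronic region on chromosome 17 from 91090768 to 91091312, 2.55 kb from the start of Gm10308 (ENSMUSG00000071033). It was followed by an intronic region on chromosome 11 from 65118823 to 65119336, 40.8 kb from 1700086D15Rik (ENSMUSG00000020548), at a rank of 90.9, and an intergenic region on chromosome 7 from 79264990 to 79265415, -8.05 kb from Abhd2 (ENSMUSG00000039202), at 90.58. The strongest vehicle-only FOXL2 regions reached lower ranks. They were a promoter region of Sycn (ENSMUSG00000084174) on chromosome 7 from 28540583 to 28540829 at 71.91, an intergenic region near Fam216b (ENSMUSG00000045655) on chromosome 14 from 78125236 to 78125608 at 69.78, and an intergenic region near Gm24146 (ENSMUSG00000064694) on chromosome 5 from 139849936 to 139850197 at 67.23.

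The strongest activin-only H3K27ac region, with a mean rank of 92.55, lay on chromosome 12 from 76190456 to 76191822 and overlapped the SMAD2/3 region near Esr2. The next ranked were intronic, on chromosome 5 from 36538941 to 36540001 near Tbc1d14 (ENSMUSG00000029192) and on chromosome 8 from 119737934 to 119738579 near Atp2c2 (ENSMUSG00000034112), at ranks of 89.96 and 84. The region near Tbc1d14 also overlapped an activin SMAD2/3 region, and the region near Atp2c2 did not. The vehicle-only regions of highest rank were also intronic. The first, at 89.5, lay near Mta3 (ENSMUSG00000055817) on chromosome 17 from 83768353 to 83769531. The others lay on chromosome 2, from 141524478 to 141525391 at a rank of 85.49 and from 141420954 to 141426358 at 83.64. Their nearest annotated starts were far off, those of Gm25583 (ENSMUSG00000065347) at -116 kb and Macrod2os1 (ENSMUSG00000086450) at -137 kb. The vehicle-only region from 141420954 to 141426358 overlapped an activin SMAD2/3 region, and the other vehicle-only regions listed here did not.

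The third comparison asked whether SMAD2/3 and FOXL2 occupied the same sites in activin-treated cells. Of 5162 SMAD2/3 regions found in both activin libraries, 4221 (81.8%, Wilson interval 80.7% to 82.8%) overlapped a FOXL2 region found in both activin libraries. Circular shifts of the SMAD2/3 regions gave 2.43% ± 0.243 (SD over 1000 shifts) and at most 3.82%, with a one-sided permutation p of 0.001, the smallest that 1000 shifts can give. Within single activin libraries the share of SMAD2/3 peaks at FOXL2 peaks was 80.9% ± 2 (SD, n = 2). Within vehicle libraries it was 85.3% (82.2% to 87.9%) of 605 peaks and 95.1% (90.3% to 97.6%) of 144 peaks. Of the alternatives with a test, replacing the activin FOXL2 lists by the vehicle FOXL2 lists moved the share most, to 72.4%.

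H3K27ac regions overlapped 3879 of the 5162 SMAD2/3 regions (75.1%, Wilson interval 73.9% to 76.3%), against 2.52% ± 0.269 (SD over 1000 shifts) and a permutation p of 0.001. The share fell to 60.1% with H3K27ac regions of the vehicle libraries. With activin libraries it was 61.1% at a −log10 q of at least 5. It was 64% when at least 50% of the SMAD2/3 region had to be covered. These last 2 values come from stricter rules, while the value with vehicle libraries kept the main rule. Vehicle and activin H3K27ac lists had similar mean lengths, 40774 and 40379 peaks. The stricter rules therefore do not account for the lower share with vehicle libraries, and its cause was not tested. To set FOXL2 overlap against acetylated DNA, the 3299 SMAD2/3 regions with their centre in an H3K27ac region were taken alone. Of these, 79.1% (77.6% to 80.4%) overlapped FOXL2, while regions of the same widths placed at random inside H3K27ac gave 18.7% ± 0.685 (SD over 1000 draws), a ratio of 4.23 with a permutation p of 0.001. In the opposite direction, 5.18% of 80739 FOXL2 regions overlapped SMAD2/3 and 17.3% overlapped H3K27ac, and 11.5% of 30492 H3K27ac regions overlapped SMAD2/3. All 3 targets met at 3107 SMAD2/3 regions (60.2%), FOXL2 alone was present at 1114 (21.6%), H3K27ac alone at 772 (15%) and neither at 169 (3.27%). When SMAD2/3 regions were divided into 4 equal parts by mean rank, FOXL2 overlap was 75.8% in the weakest part and 92% in the strongest, and H3K27ac overlap was 62.1% and 91.5%.

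**Figure D2:**
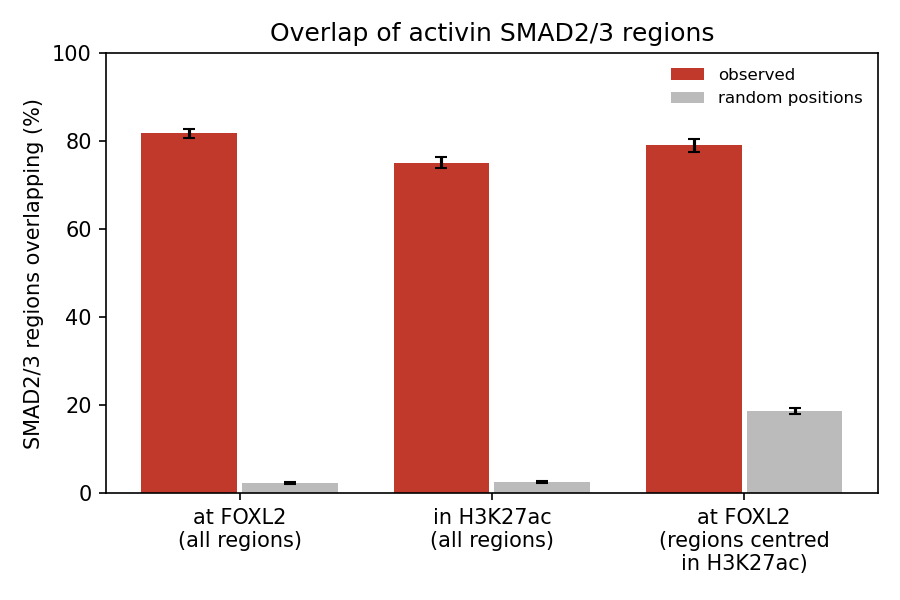
Percent of activin SMAD2/3 regions that overlap FOXL2 or H3K27ac regions (red, bars with 95% Wilson intervals) and the percent at random positions (grey, mean and SD of 1000 draws). The third pair of bars is restricted to SMAD2/3 regions centred in H3K27ac, where the observed 79.1% stands against 18.7%.

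Summits of the 2 factors lay close together. The median distance from a SMAD2/3 summit to the nearest FOXL2 summit was 37 bp in activin replicate 1 and 39 bp in activin replicate 2, a mean of 38 ± 1.4 bp (SD, n = 2). Shifted positions gave medians of 18194 and 19176 bp on average (one-sided permutation p = 0.001 in each replicate, the smallest 1000 shifts can give). Within 100 bp of a FOXL2 summit lay 72.7% ± 0.44 (SD, n = 2) of the SMAD2/3 summits. Measured to FOXL2 summits of the vehicle libraries, the median distance was 52 bp.

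The fourth comparison asked whether FOXL2 and H3K27ac changed where SMAD2/3 bound. Of FOXL2 regions that were activin-only or present in all 4 libraries, the activin-only part was 8.88% at SMAD2/3 regions (351 activin-only, 3601 in all 4) and 16.5% elsewhere (10822 and 54843). The odds ratio was 0.494 (95% interval 0.442 to 0.552, two-sided Fisher's exact p = 9.9e-42 over regions) and lay below 1 on each of 20 chromosomes. Every other kind of private region was depleted further: the odds ratio was 0.157 for vehicle-only regions and 0.0506 to 0.177 for regions private to a side of a mixed split. FOXL2 regions at SMAD2/3 sites thus lacked a peak in some library less often than FOXL2 regions elsewhere, whichever libraries were contrasted. When regions were stratified by decile of mean rank, the Mantel-Haenszel odds ratio of activin-only regions turned to 1.69, while that of vehicle-only regions was 0.317 and those of the mixed splits were 0.144 to 0.647. The direction of this comparison therefore depends on whether peak strength is held fixed.

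At FOXL2 regions present in all 4 libraries, ranks could be compared without absent peaks. The percentile rank was higher in both activin libraries than in both vehicle libraries at 52.5% (Wilson interval 50.8% to 54.1%) of 3601 regions at SMAD2/3 sites and at 28.4% of 54843 regions elsewhere, a difference of 24 percentage points. Chance gives 16.7%. The opposite order, with both vehicle libraries higher, was found at 20.8% and 28.6%. For the mixed splits the share at SMAD2/3 sites ran from 3.61% to 11%, never above the share elsewhere. The possible orders exclude one another and together make up all regions, so higher treatment shares force lower mixed shares. The mixed shares are thus not a separate measure of what differences between replicates produce. Ranking by the authors' fold enrichment gave a difference of 19.8 points, and leaving out vehicle FOXL2 replicate 1 gave 15.9 points. For H3K27ac the difference was 42.3 points: 63.6% (61.9% to 65.4%) of 2913 regions at SMAD2/3 sites and 21.4% of 21443 regions elsewhere ranked higher in both activin libraries. Both vehicle libraries ranked higher at 16.6% of the former and 33.2% of the latter. The mixed splits gave 2.4% to 7.93% at SMAD2/3 sites, under the same limit as for FOXL2.

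**Figure D3:**
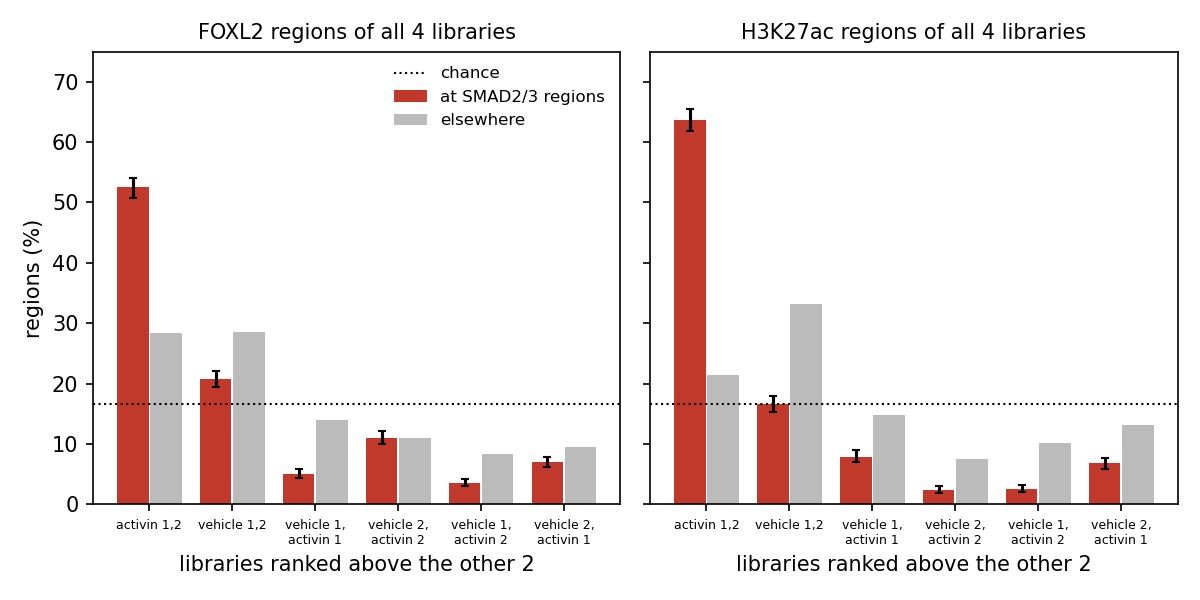
Percent of FOXL2 (left) and H3K27ac (right) regions of all 4 libraries in which the 2 libraries named on the horizontal axis both outrank the other 2, at SMAD2/3 regions (red, with 95% Wilson intervals) and elsewhere (grey). The dotted line is chance (16.7%), and the bars for both activin libraries, at 52.5% and 63.6%, rise above the grey bars beside them.

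The fifth comparison concerned promoters, by the class that the deposited annotation gives each peak. For SMAD2/3 the promoter share was 15.4% (Wilson interval 12.7% to 18.5%) and 9.72% (5.88% to 15.7%) in the vehicle libraries and 4.33% and 4.34% in the activin libraries. The difference of -8.21 percentage points exceeded the pooled SD of 2.82, with an exact permutation p of 0.333. For FOXL2 the share was 4.41% ± 0.892 (SD, n = 2) with vehicle and 4% ± 0.559 (SD, n = 2) with activin, a difference of -0.407 points within the pooled SD of 0.744 (exact permutation p = 0.667). For H3K27ac it was 20.7% ± 0.113 (SD, n = 2) and 20.1% ± 0.699 (SD, n = 2), a difference of -0.579 points against a pooled SD of 0.5 (exact permutation p = 0.333). With activin, 50.3% ± 0.522 (SD, n = 2) of SMAD2/3 peaks were intronic and 40% ± 0.465 (SD, n = 2) were intergenic.

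The last comparison was the neighbourhood of Fshb, whose start the deposited distances place at position 107059656 of chromosome 2, on the minus strand. Distances are negative upstream of that start and refer to region centres. Within 100 kb there were 5 SMAD2/3 regions, 20 FOXL2 regions and 13 H3K27ac regions with a peak in at least 1 library, of which 4, 16 and 7 had a peak in both libraries of a treatment. The SMAD2/3 region from 107126817 to 107127530, at -67.5 kb, had a peak in all 4 SMAD2/3 libraries. Its place in the list by −log10 q was 2 and 1 with vehicle and 3 and 1 with activin, and the authors' fold enrichments were 12.6 and 10.3 with vehicle and 18.8 and 24.4 with activin. A FOXL2 region from 107126778 to 107127648 covered the same site in all 4 libraries, at percentile ranks of 96.9 and 97.6 with vehicle and 99.6 and 99.7 with activin. The SMAD2/3 region from 107118637 to 107119205, at -59.3 kb, was also present in all 4 libraries and moved from places 32 and 34 with vehicle to places 15 and 12 with activin. FOXL2 at this site, from 107118661 to 107119209, ranked at 75.9 and 82.7 with vehicle and 95.7 and 97.7 with activin.

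Activin-only SMAD2/3 regions near Fshb lay from 107119749 to 107119989, at -60.2 kb, and from 107149850 to 107150297, at -90.4 kb. Both overlapped a FOXL2 region. At -60.2 kb it ran from 107119770 to 107120026, at ranks of 39 and 42.6 with activin. It also had a peak in vehicle replicate 1, at a rank of 20.6, and none in vehicle replicate 2. At -90.4 kb the FOXL2 region was present in all 4 libraries, at ranks of 16.3 and 35.2 with vehicle and 35.4 and 24.9 with activin. The FOXL2 region upstream of Fshb that lay nearest to its start among those with a peak in every library ran from 107076344 to 107077285, at -17.2 kb, with ranks between 82.5 and 94.4. No SMAD2/3 peak was called there in any library, nor within 50 kb of the start. A FOXL2 peak at -4.94 kb was called in vehicle replicate 1 alone. An H3K27ac region from 107117071 to 107129627, centred at -63.7 kb and spanning the -59.3 and -67.5 kb sites, was present in all 4 libraries, with ranks of 83.5 and 85.3 with vehicle and 94.5 and 98.7 with activin. It merged 4 and 5 separate peaks of the vehicle libraries with 1 and 3 of the activin libraries. A region from 107147324 to 107152835, at -90.4 kb, ranked at 77.2 and 79.7 with vehicle and 89 and 90.1 with activin. Activin-only H3K27ac regions lay close on either side of the region at -63.7 kb. They ran from 107129967 to 107132082 at -71.4 kb (ranks 18.9 and 14.4) and from 107114974 to 107116706 at -56.2 kb (31.5 and 30.3). A pair lay nearer to the gene, from 107082180 to 107082749 at -22.8 kb (22.6 and 13.7) and from 107082820 to 107085777 at -24.6 kb (62.5 and 51). Of these activin-only regions, only that at -24.6 kb reached a −log10 q of 5, in activin replicate 1 alone (6.44). At a −log10 q of at least 5, the number of H3K27ac regions fell from 13 to 4.

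**Figure D4:**
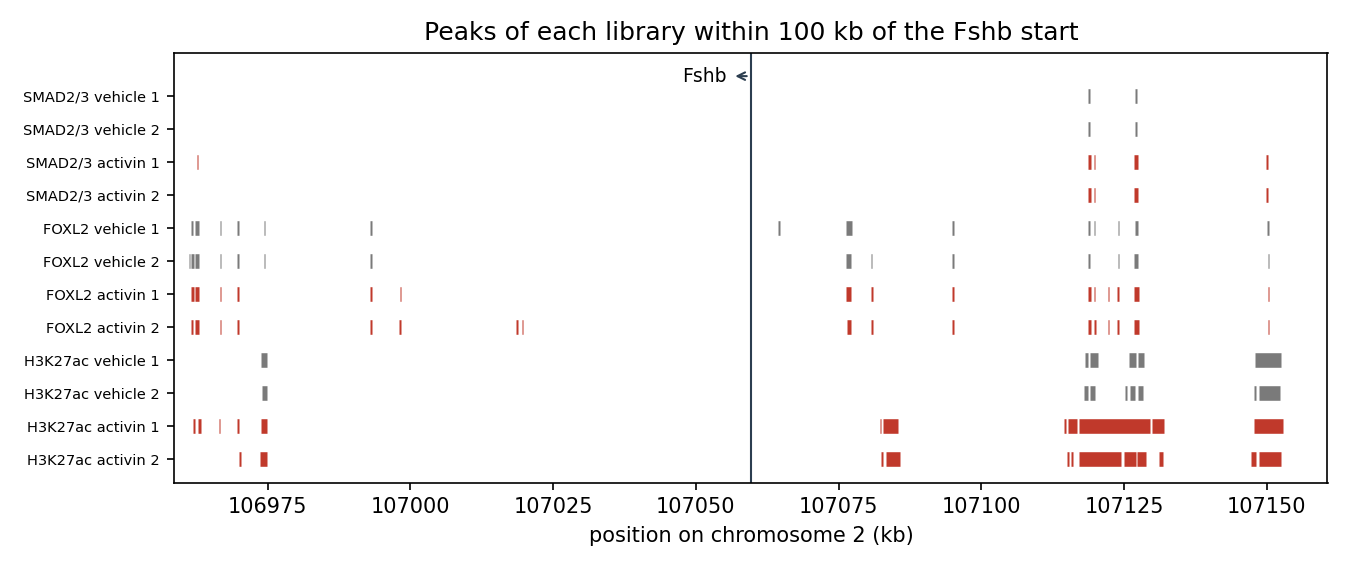
Peaks of each library within 100 kb of the Fshb start on chromosome 2 (position in kb), vehicle in grey and activin in red, with a vertical line at the start. SMAD2/3 peaks of all 4 libraries stand at -59.3 and -67.5 kb, inside the merged H3K27ac region centred at -63.7 kb.

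The other genes named beforehand differed in their binding. At Cga (ENSMUSG00000028298), the gene of the common gonadotropin α subunit, a SMAD2/3 region from 34893273 to 34893926 on chromosome 4 at the start of the gene was present in all 4 libraries. Its places by −log10 q were 85 and 45 in the vehicle lists of 605 and 144 peaks and 305 and 535 in the activin lists of 7784 and 5970 peaks. As percentile ranks these were 86.1 and 69.4 with vehicle and 96.1 and 91.1 with activin. The authors' fold enrichments were 7.15 and 6.22 with vehicle and 13.7 and 11.2 with activin. A further 3 SMAD2/3 regions at Cga were activin-only. The FOXL2 region over the Cga start, from 34893229 to 34894662, ranked between 99.5 and 100 in every library. At Gnrhr (ENSMUSG00000029255) 2 SMAD2/3 regions were activin-only. The one at the start, from 86197863 to 86198344 on chromosome 5, had ranks of 91.3 and 86.8, while FOXL2 at that site ranked at 80.6 and 86.6 with vehicle and 69.7 and 70.8 with activin. At Lhb (ENSMUSG00000100916) an activin-only SMAD2/3 region lay at the start of the gene, from 45420755 to 45421007 on chromosome 7, and no FOXL2 peak was assigned to the gene in any library. At Nr5a1 (ENSMUSG00000026751) an activin-only SMAD2/3 region lay 15.3 kb downstream of the start, from 38695771 to 38696056 on chromosome 2.

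Inhbb (ENSMUSG00000037035) had 4 SMAD2/3 regions, all downstream of its start. The strongest, from 119389753 to 119390136 on chromosome 1 at 32.3 kb, took places 112 and 85 in the activin lists and place 417 in the list of vehicle replicate 1, and 2 others were activin-only. H3K27ac around the strongest site, from 119388074 to 119395239, ranked at 75.7 and 84 with vehicle and 96.3 and 95.7 with activin. Smad7 (ENSMUSG00000025880) and Skil (ENSMUSG00000027660) each had 1 SMAD2/3 region, with a peak in a single activin library. The Smad7 peak, 50.5 kb downstream of the start, was weak, at a rank of 1.65 in activin replicate 1. At this site, an H3K27ac region from 75418280 to 75420555 on chromosome 18 ranked at 90.9 and 91.7 with vehicle and 76.6 and 69.2 with activin. The FOXL2 region from 75419470 to 75419895 was vehicle-only, at low ranks of 2.48 and 10.7. H3K27ac over the Smad7 start ranked at 99.2 and 99.5 with vehicle and 100 and 99.2 with activin. An H3K27ac region 0.9 kb downstream of the Skil start, from 31095526 to 31096397 on chromosome 3, ranked at 24 and 4.97 with vehicle and 74.7 and 82.1 with activin. No SMAD2/3 peak was assigned to Fst (ENSMUSG00000021765) or Foxl2 (ENSMUSG00000050397) within 100 kb. By this nearest-start assignment Fshb had none either: the sites at -59.3 and -67.5 kb, given for Fshb by distance alone, are assigned to Gm13903 in the deposited annotation. Fst had 1 FOXL2 region, present in all 4 libraries, and Foxl2 had 2 such regions.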

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

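Ranks among regions of all 4 libraries, a table of FOXL2 regions by decile of rank the replicate block for promoter shares and the rank rise without each FOXL2 or H3K27ac library were the tests chosen after the result was seen. The ranks among regions of all 4 libraries gave rank-rise differences of 23.4 points for FOXL2 and 42.1 points for H3K27ac, beside 24 and 42.3. The 22 results had 160 alternative values, judged by different rules. Of 86 that kept all libraries, 1 reversed, 17 moved (counts by over 1.5 times, values without a test by more than their spread) and 68 stayed the same by the rule for that result, which for results with a test means direction and side of the threshold only. Of these 68, 18 say nothing about stability. The restriction to autosomes and X removed 0 to 3 peaks per library, and the replicate block leaves a difference of means as it is. The other 50 could move, but for results with a test the label says little about size. The exact permutation p cannot fall under 0.333, and the main overlap p was already at its floor of 0.001. The share of SMAD2/3 regions in H3K27ac went from 75.15% to 60.15% with vehicle lists and still counted as the same. Of 74 that left out a library, which have no test, 32 moved by more than the spread or interval, or by over 1.5 times for counts, and 42 did not, 2 of them with a change of sign.

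The reversed result was the odds ratio of activin-only FOXL2 regions at SMAD2/3 regions, which went from 0.494 to 1.69 when stratified by rank. It was 0.575 at a −log10 q of at least 5 and 0.599 with equal list lengths. A table by decile of rank, made after this result was seen, gave the share at SMAD2/3 regions as 1.51% in the weakest decile and 21.6% in the strongest, and the share present in all 4 libraries as 46.8% and 100%. The strata use ranks from the activin libraries, which the treatment itself can change.

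Counts of private regions depended on the overlap and threshold rules. With a reciprocal overlap of at least 50%, vehicle-only SMAD2/3 regions numbered 18 instead of 2, and H3K27ac regions numbered 5930 (vehicle-only) and 4988 (activin-only). With equal numbers of top peaks per library there were 22 vehicle-only and 30 activin-only SMAD2/3 regions, which follows in part from the construction, since each list was held to 144 peaks. At a −log10 q of at least 5, vehicle-only and activin-only H3K27ac regions numbered 1695 and 1080. With strict presence and lenient absence they numbered 159 and 153, and vehicle-only FOXL2 regions numbered 2265. Apart from the shorter lists, the cause was not tested.

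Ranking by fold enrichment gave a FOXL2 rank-rise difference of 19.8 points, and vehicle FOXL2 summits a median distance of 52 bp; the cause was not tested. Within 50 kb of the Fshb start there were 0 SMAD2/3, 6 FOXL2 and 2 H3K27ac regions, as a smaller window holds fewer. H3K27ac regions near Fshb numbered 4 at a −log10 q of at least 5 and 7 when both libraries of a treatment were required.

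Leaving out a library in turn gave the ranges that follow, as values with no test. Requiring 1 library instead of 2, or absence from 1 instead of 2, raises the counts of private regions by construction. Vehicle-only regions ran from 2 to 57 for SMAD2/3 (57 without vehicle replicate 2), from 6877 to 11326 for FOXL2 and from 4283 to 8070 for H3K27ac. Activin-only regions ran from 4650 to 7243 for SMAD2/3 (7243 without activin replicate 2), from 14391 to 20892 for FOXL2 and from 3783 to 8512 for H3K27ac. SMAD2/3 overlap ran from 79.4% to 82.3% with FOXL2, from 62.8% to 67.7% with H3K27ac, and from 75.7% to 79.1% with FOXL2 inside H3K27ac. The summit distance ran from 42 to 43 bp, the odds ratio from 0.328 to 0.576, and the rank-rise difference from 15.9 to 24.4 points for FOXL2 and from 35.3 to 41.3 points for H3K27ac. The lowest rank-rise value for FOXL2, 15.9 points, was that without vehicle FOXL2 replicate 1, against 24 with all libraries; with 3 ranked libraries chance gives 33.3% at each kind of site, so these differences are not on quite the same scale. The odds ratio was 0.328 without activin FOXL2 replicate 2, against 0.494 with all libraries. Changes in log2 peak number ran from 3.49 to 5.57 for SMAD2/3, from 0.14 to 0.20 for FOXL2 and from -0.064 to 0.035 for H3K27ac. Changes in promoter share ran from -11.0 to -5.39 points for SMAD2/3, from -1.04 to 0.223 for FOXL2 and from -1.07 to -0.0846 for H3K27ac. The direction for H3K27ac peak number turned without activin replicate 2, and that for FOXL2 promoters turned without vehicle replicate 2.

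With same-numbered libraries as a block, the differences stay by arithmetic at 4.53, 0.17 and -0.015 (log2 peak number) and -8.21, -0.407 and -0.579 points (promoter share) for SMAD2/3, FOXL2 and H3K27ac, and only their SD can change. The SD of the differences of same-numbered libraries was 1.19, 0.00856 and 0.0511 for log2 peak number, where unpaired libraries would give 1.49, 0.0499 and 0.0724. For promoter share it was 4.0, 0.332 and 0.812 points, where unpaired libraries would give 3.99, 1.05 and 0.708. The FOXL2 promoter share was lower with activin under either number, by differences of -0.172 and -0.642 points. An exact sign permutation of 2 pairs cannot give a p under 0.5. Deviations of same-numbered libraries from their group means correlated across regions at -0.044, 0.13 and -0.028, with the highest value for FOXL2. The mixed split by number held more private regions than the other mixed split for each of the 3 antibodies (21 and 13, 3943 and 2619, 1054 and 829). With 2 libraries per treatment and no statement in the labels, these values do not establish a pairing, and the libraries were treated as unpaired.

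Counts of forkhead motifs at FOXL2 summits and of SMAD motifs at SMAD2/3 summits, and their alternatives, were not run, as they need a genome sequence. Reads per library are unknown, which limits every count of peaks: how much of a longer list comes from depth could not be measured.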

Other observations

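Chosen only after the result was seen were the tests of promoter peaks without an activin region, of sites that vary between libraries, of acetylation near SMAD2/3 regions, and those on SMAD2/3 regions without FOXL2. The values used for equal FOXL2 list lengths, for peak strength and for weak H3K27ac calls had been chosen as settings before the data were seen, but were taken up as tests of an explanation only after the result was seen.

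The promoter share of vehicle SMAD2/3 peaks exceeded that of activin peaks. A short list of strong peaks is argued against as the source: the strongest activin peaks, in lists as long as the vehicle lists, had promoter shares of at most 2.81%. Promoters that many antibodies pull down could be the source. Of 93 vehicle promoter peaks in replicate 1, 39.8% (Wilson interval 30.4% to 49.9%) overlapped a vehicle FOXL2 peak, against 14% of promoter H3K27ac peaks, and in replicate 2 the shares were 71.4% of 14 peaks and 21.4%. Real SMAD2/3 binding at sites with FOXL2 predicts an excess too, since 93.6% of the other vehicle peaks of replicate 1 overlapped FOXL2. For the 58 promoter peaks of replicate 1 without an activin SMAD2/3 region the share was 22.4% (13.6% to 34.7%), too few peaks to separate from 14%. In replicate 1, 37.6% of promoter peaks and 93.4% of the other peaks lay in a region of both activin libraries, while in replicate 2 these shares were 78.6% of 14 promoter peaks (52.4% to 92.4%) and 99.2%. The Protein-A control was not used here and would bear on this point.

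More FOXL2 regions were activin-only than vehicle-only, at a ratio of 2.78. With strict presence and lenient absence the ratio was 3.3, but absence from the longer activin lists is harder to meet, which raises this ratio. At a −log10 q of at least 5 for presence and absence alike, 9660 regions were activin-only and 3641 vehicle-only. The excess thus stayed among stronger calls, which argues against weak calls near the authors' threshold as its source. Longer activin lists stay open: with equal numbers of top peaks the ratio was 1.34, and equal lengths themselves push the counts together. Whether the longer lists come from depth or from binding cannot be told apart without read numbers.

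The expectation first written down was that activin-only FOXL2 regions would favour SMAD2/3 regions, and the planned odds ratio of 0.494 went the opposite way. Peak strength may account for this, as the odds ratio was 1.69 within deciles of rank. Sites that vary between any libraries are argued against as the source of the excess within deciles, since vehicle-only regions gave 0.317. The deciles for activin-only regions use ranks in the activin libraries and those for vehicle-only regions ranks in the vehicle libraries, so the strata differ and the ranks can themselves respond to treatment. The planned rank comparison does not use the deciles, and had both activin libraries higher at 52.5% of regions at SMAD2/3 sites and 28.4% elsewhere, a difference that was 23.8 points when matched on rank. That activin draws FOXL2 to SMAD2/3 sites remains a hypothesis.

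H3K27ac regions separated the treatments more than the mixed splits did. Broad peaks broken into pieces are argued against: 22.5% of activin-only regions lay within 2 kb of a region of all 4 libraries, against 34% to 37% of regions private to a side of a mixed split. Weak calls do not account for all of it, since strict presence with lenient absence left 312 private regions for the treatment split and 8 and 4 for the mixed splits, though they make up most of the 6693 regions counted at the authors' threshold.

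Activin-only H3K27ac regions lay within 10 kb of a SMAD2/3 region in 45.6% of cases, against 21.9% of regions of all 4 libraries and 9.09% of vehicle-only regions. Acetylation that varies near SMAD2/3 regions between any libraries is argued against, as the highest share for a side of a mixed split was 19%. An odds ratio computed without a prior plan, as for FOXL2, was 1.32 (95% interval 1.19 to 1.47) for activin-only H3K27ac regions at SMAD2/3 regions and 0.0246 for vehicle-only regions. Within deciles of rank these odds ratios were 7.54 and 0.0395, so the size of the former depends strongly on the stratification and its direction does not. The planned rank comparison had both activin libraries higher at 63.6% of H3K27ac regions at SMAD2/3 sites and 21.4% elsewhere, a difference of 42.1 points when matched on rank. That SMAD2/3 binding brings the acetylation about remains a hypothesis.

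Of 5162 activin SMAD2/3 regions, 941 had no FOXL2 region. Weak SMAD2/3 calls may account for part of them: FOXL2 was missing at 24.2% (21.9% to 26.6%) of the weakest of 4 equal parts of the SMAD2/3 regions by rank and at 7.98% (6.62% to 9.58%) of the strongest part, which held 103 such regions. H3K27ac overlap rose with SMAD2/3 rank, from 62.1% to 91.5% over the same parts, yet it was 82% (79.5% to 84.4%) for the regions without FOXL2 and 73.6% (72.3% to 74.9%) for those with it. A FOXL2 peak missed in a single activin library is argued against for most of them: 63.2% (60.1% to 66.3%) had no FOXL2 peak in any of the 4 libraries. The strongest of these, named after their values were seen, lay on chromosome 2 from 27654190 to 27654765, -22.8 kb from Rxra (ENSMUSG00000015846), on chromosome 2 from 26195390 to 26195849 near Gm13553, and on chromosome 9 from 13065904 to 13066288, 91.6 kb from Gm29176 (ENSMUSG00000099788). Binding of SMAD2/3 with another partner at such sites is a hypothesis that was not tested.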
